A study of Rattus norvegicus with 6 samples. Its data were reported in "c-Myc Drives inflammation of the maternal-fetal interface, and neonatal lung remodeling induced by intra-amniotic inflammation" (2024).

How the data were processed

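RNA sequencing was performed on placental tissue from pregnant Sprague-Dawley rats, 3 samples after intra-amniotic PBS and 3 after intra-amniotic LPS. The labels call the tissue placenta, and the study describes the same collection as placenta with fetal membranes. The authors extracted total RNA from tissue homogenates, selected polyadenylated RNA and sequenced paired ends. Groups were taken from the treatment label of each sample. The treatment label of the LPS samples gives the dose in an incomplete form, and the dose of 10 micrograms was taken from the design text of the series.

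The authors deposited 1 table of estimated counts per gene for all 6 samples. The submitters' processing notes name kallisto, which assigns reads to transcripts without full alignment, and DESeq2, both with no version. Per the study's methods, transcript estimates were summarised to genes with tximport, and differential expression was tested with DESeq2. The estimated counts as deposited are not normalised. Between 31.31% and 32.75% of the nonzero values of a sample were not whole numbers (tolerance 0.01). Division of reads among transcripts of 1 gene still adds up to whole reads, so a value that is not whole shows reads divided with another gene. All 6 values were whole for 9649 of the genes tested (59.86%). Strand was not given in the sources used here. No coordinates are printed.

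The table holds 24057 Ensembl identifiers, of which 3011 had no count in any sample. None of them matched a gene name in the reference used here (0 of 24057, against 47357 genes whose Ensembl field was empty). The study's supplementary gene table pairs part of the identifiers with symbols, for genes changed in these samples, and was not used here. The 35 gene lists fixed before the data were examined (pathways, cell type markers and signs of handling) were therefore not tested, and neither were removal of globin genes and correction for Y-linked expression. Some rows of that supplementary table had been seen when those lists were written. GC content and gene length were not examined because no identifier had a value for either.

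Estimated counts were rounded to whole numbers for testing. Genes were filtered with filterByExpr at its defaults, which kept 16120 genes holding at least 99.969% of each sample's counts. Library sizes were scaled by TMM factors, between 0.9437 and 1.017. The groups were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest at package defaults) in R 4.3.3, with no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold of at least 1.5 in either direction, the thresholds of the study. The common biological coefficient of variation was 0.2114. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Normalised values are CPM computed from the rounded counts and the scaled library sizes. Principal components and distances used log2 CPM with a prior count of 2. The permutation test of distances had been planned as two-sided and was run one-sided, for a larger ratio of between-group to within-group distance.

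Genes named in the text followed a rule fixed before the data were examined. It takes the called genes with the largest log2 fold change in each direction, with a mean of at least 1 CPM in the higher group and no overlap between the groups. The rule also asked for a gene symbol and took 10 genes per direction. Since no symbols were assigned from the reference used here, that condition was dropped and 2 genes per direction were taken.

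The total count per sample lay between 52372341 and 53201606, so depth differed little between samples. Binomial intervals for low counts cover counting error only. Replicates were compared first: the chi-square statistic per degree of freedom lay between 39.8 and 58.91 for PBS pairs and between 137.7 and 285.7 for LPS pairs, so no pair agreed within sampling noise. The labels do not say that the samples came from separate dams, so p-values measure only the spread between these samples, which may be partly technical. If samples of a group shared a dam, a difference between dams could not be told apart from an effect of LPS.

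The procedure was tested on simulated data. Counts were drawn for the 16120 genes from the real means, the library sizes and the dispersions fitted by edgeR. A known fold was put into 200 genes, 50 for each size. Genes were drawn independently with the same dispersion in both groups, so the wider spread among the LPS samples was not simulated. A call also needed an estimated fold of at least 1.5, which by itself limits the recovery of true 1.5-fold changes. For this comparison edgeR recovered 18% of genes changed 1.5-fold, 64% of those changed 2-fold, 86% at 4-fold and 98% at 8-fold. DESeq2 1.42.0 recovered 30%, 68%, 90% and 92%. Of the simulated calls, 13.07% were unchanged genes with edgeR and 35.19% with DESeq2. These shares rest on a single draw with edgeR's dispersions, on the genes edgeR kept. They do not measure the share of false calls in the real data.

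Alternatives fixed before the data were examined were DESeq2, limma-voom (limma 3.58.1), other scalings (RLE, upper quartile, library size only), no low-count filter, a stricter filter (at least 1 CPM in at least 3 samples), removal of the 10 most abundant genes, each sample left out in turn, an adjusted p under 0.05, no fold minimum, a test against a fold of 1.5 (glmTreat), and other numbers of genes for the distances. Chosen after seeing the data were edgeR's newer quasi-likelihood method, robust estimation, voom with sample weights, DESeq2 on the genes edgeR tested, DESeq2 without LPS 3, restriction to genes with whole counts, and removal of the genes low in LPS 3 or their mean as a covariate. An early run had used the newer quasi-likelihood method before the package default was taken. The sets of genes that stand apart in 1 sample and the held-out comparison of single LPS samples were also chosen after seeing the data.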

Results

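Placental tissue of Sprague-Dawley rats was collected 24 hours after an intra-amniotic injection on gestational day 18. The injection held either phosphate-buffered saline (PBS, the control) or 10 micrograms of lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria that activates innate immune receptors. Polyadenylated RNA of 6 tissue samples was sequenced, 3 from controls and 3 from the LPS-exposed group. The samples are called PBS 1 to PBS 3 and LPS 1 to LPS 3, and these numbers carry no order and no pairing. Estimated counts summed to 53108494 in PBS 1, 52372341 in PBS 2 and 52987244 in PBS 3. They summed to 53201606 in LPS 1, 52792368 in LPS 2 and 53079481 in LPS 3. At least 1 count was seen for between 19043 and 19321 genes per sample, and at least 10 counts for between 15830 and 16176. The 10 genes most abundant on average over the 6 samples held between 10.25% and 11.37% of the counts of each sample.

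The first question was whether LPS-exposed placentas differed from controls in overall gene expression. On the 500 most variable genes, the second principal component (24.67% of the variance) separated the groups, with scores of -14.68, -16.56 and -11.64 in the PBS samples and 18.17, 20.93 and 3.781 in the LPS samples. The first component, with 56.65% of the variance, did not follow the groups. LPS 3 had a score of 49.24 there, whereas the other LPS samples were at -5.233 and -21.38 and the PBS samples lay between -15.1 and 2.042. The mean distance between samples of different groups was 48.08, against 30.04 within PBS and 53.81 within LPS. Without LPS 3, the remaining pair of LPS samples were 29.3 apart, close to the distance within PBS. The ratio of between-group to within-group distance was 1.147 and was higher for the real grouping than for any other of the 10 splits of the samples (one-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). This ratio fell to 0.985 without PBS 1 and to 0.977 without PBS 2, so that samples of different groups were then on average no farther apart than samples of the same group. It was 1.03 without PBS 3, and 1.28, 1.37 and 1.45 without LPS 1, LPS 2 and LPS 3. The within-group mean is taken over all pairs of both groups. Leaving out a PBS sample therefore gives more weight to the LPS pairs, which lay farther apart, and leaving out an LPS sample does the reverse.

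**Figure D1:**
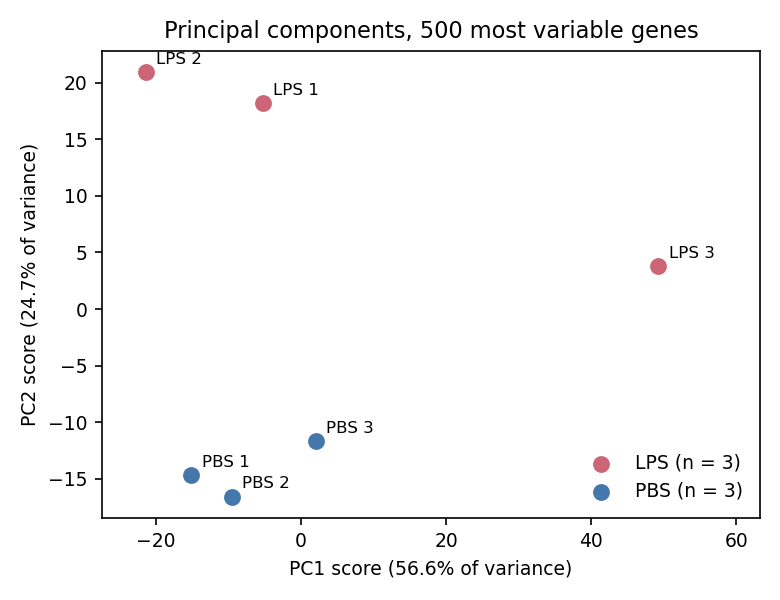
Scores of the 6 samples on the first and second principal components (no unit) of log2 CPM of the 500 most variable genes, PBS samples in blue and LPS samples in red, 1 point per sample. The groups part on the second component (24.67% of the variance), and LPS 3 lies apart from the other 5 samples on the first, at 49.24.

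Among 9199 genes with a mean of at least 10 CPM (normalised counts relative to library size), between 0.239% and 0.5% differed by a factor of at least 2 between a pair of PBS samples. The share was 1.71% between LPS 1 and LPS 2, 3.28% between LPS 1 and LPS 3, and 4.87% between LPS 2 and LPS 3. Pairs with 1 sample of each group gave shares between 1.16% and 3.9%, a range that the LPS pairs overlapped.

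Among genes with at least 10 CPM in LPS 3 or on average in the other samples, a set of 192 was far lower in LPS 3 than in the other 5 samples, each by at least 1 log2 unit below the lowest of them. Together these genes held 4.17%, 3.96% and 2.44% of the normalised counts in PBS 1, PBS 2 and PBS 3, and 3.16% and 5.78% in LPS 1 and LPS 2. They held 0.401% in LPS 3. The median gene of the set was 6.9-fold lower in LPS 3 than the mean of the other samples. By the same rule no gene was at least 1 log2 unit above the other 5 samples in LPS 3. In the comparison of LPS with PBS, edgeR and DESeq2 both called 0 of these genes, and 1 of the 192 had an unadjusted edgeR p under 0.05. The rule places LPS 3 far below LPS 1 and LPS 2 for every gene, which makes such a call unlikely. The lack of calls therefore does not show that the set is unrelated to LPS. The rule that defined the set was chosen after the data were seen.

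**Figure D2:**
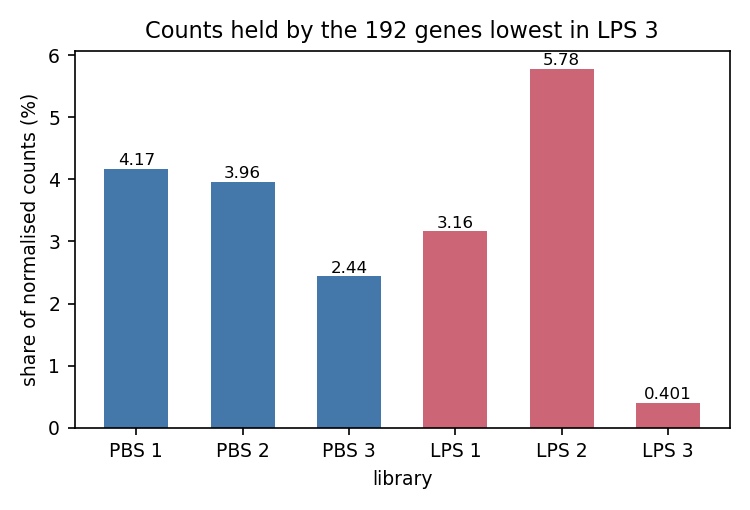
Share of normalised counts (percent) held in each sample by the 192 genes that lay at least 1 log2 unit lower in LPS 3 than in every other sample, PBS samples in blue and LPS samples in red, 1 bar per sample. The set was picked for being low in LPS 3, where it held 0.401% of the counts, and it held between 2.44% and 5.78% in the other samples.

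The main comparison asked which placental genes were higher or lower in the LPS-exposed group than in controls. LPS-exposed placentas had 38 genes higher and 15 genes lower than controls, out of 16120 tested (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.1 and a fold of at least 1.5). The genes that were higher had a median fold of 2.89. Of these, 32 were raised at least 2-fold and 13 at least 4-fold. The lower genes had a median fold of 2.92, with 10 of them lowered at least 2-fold and 6 at least 4-fold. In all 53 genes, the values of the 3 LPS samples did not overlap those of the 3 PBS samples. This was also so for 3277 of the genes tested (20.3%), where chance gives 10%.

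The deposited table names genes by Ensembl identifier and does not pair the identifiers with gene names, so 2 genes that rose and 2 that fell are given by identifier only. ENSRNOG00000033517 rose from 0.231 ± 0.04 CPM (SD, n = 3) in controls to 8.63 ± 0.136 CPM (SD, n = 3) in LPS-exposed placenta. Its counts were 10, 13 and 14 in the PBS samples and 438, 463 and 455 in the LPS samples. The log2 fold change was 5.21 with a standard error of 0.179 (edgeR, adjusted p = 0.000376), and it was higher in 3 of 3 LPS samples. None of the other tests, scalings, filters and sample sets in which it was refitted ended this call. ENSRNOG00000011040 had 0, 0 and 1 counts in PBS and 73, 79 and 70 in LPS, which is 0.00618 ± 0.0107 CPM (SD, n = 3) against 1.41 ± 0.0963 CPM (SD, n = 3). The ratio of its counts was 227, with a 95% exact binomial interval from 40.3 to 8990 that covers counting error only (edgeR, adjusted p = 0.017). This call ended without PBS 2 (edgeR, adjusted p = 0.147, within a range of 2e-07 to 0.147 over the settings tried). The fitted log2 fold change, which depends on the prior count at such low counts, was then 6.92, against 7.365 with all samples. It moved more without PBS 3, to 9.22, where the call was kept. Some of the counts of both genes were not whole numbers, in 6 of 6 samples for ENSRNOG00000033517 and in 4 for ENSRNOG00000011040. Reads were therefore shared with other genes when they were assigned, and the level of either gene is uncertain to that extent.

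ENSRNOG00000014118 had 65, 108 and 84 counts in the PBS samples and 2, 1 and 0 in the LPS samples, or 1.61 ± 0.428 CPM (SD, n = 3) against 0.0195 ± 0.0199 CPM (SD, n = 3). Counts were 83.9 times as high in PBS as in LPS, with a 95% exact binomial interval from 28.4 to 409 (edgeR, adjusted p = 0.0312). Its call ended without PBS 2 (edgeR, adjusted p = 0.192) and without PBS 3 (edgeR, adjusted p = 0.148), and the adjusted p ranged from 4.12e-09 to 0.192 over the settings tried. Its fitted log2 fold change was -6.01 and -6.25 in these fits, against -6.225 with all samples. It moved more without LPS 1 (-7.09) and without LPS 3 (-5.69), where the call was kept. ENSRNOG00000070605 was at 5.92 ± 1.11 CPM (SD, n = 3) in PBS and 0.891 ± 0.221 CPM (SD, n = 3) in LPS. It fell by 2.73 on the log2 scale with a standard error of 0.244 (edgeR, adjusted p = 0.0312), and was lower in 3 of 3 LPS samples. Without PBS 1, PBS 2 or PBS 3 its adjusted p by edgeR was 0.153, 0.147 or 0.148, and over all settings it ranged from 6.15e-20 to 0.153. Its log2 fold change in these fits was -2.77, -2.85 and -2.57. All counts of these 2 genes were whole numbers.

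The genes that passed were mostly of low or middle abundance, and so were the genes tested. Of the 16120 tested, 4563 lay between 1 and 10 CPM and 7295 between 10 and 100 CPM. Of the 38 raised genes, 21 lay between 1 and 10 CPM and 10 between 10 and 100 CPM. Of the 15 lowered genes, 8 lay between 10 and 100 CPM. The median level in the group with the higher expression was 7.52 CPM for raised and 16.9 CPM for lowered genes. An unadjusted p under 0.05 was found for 2127 genes, 1098 higher and 1029 lower with LPS, where chance alone gives 806. The distribution of p-values gave an estimated 80.86% of genes with no difference between the groups (propTrueNull of limma).

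**Figure D3:**
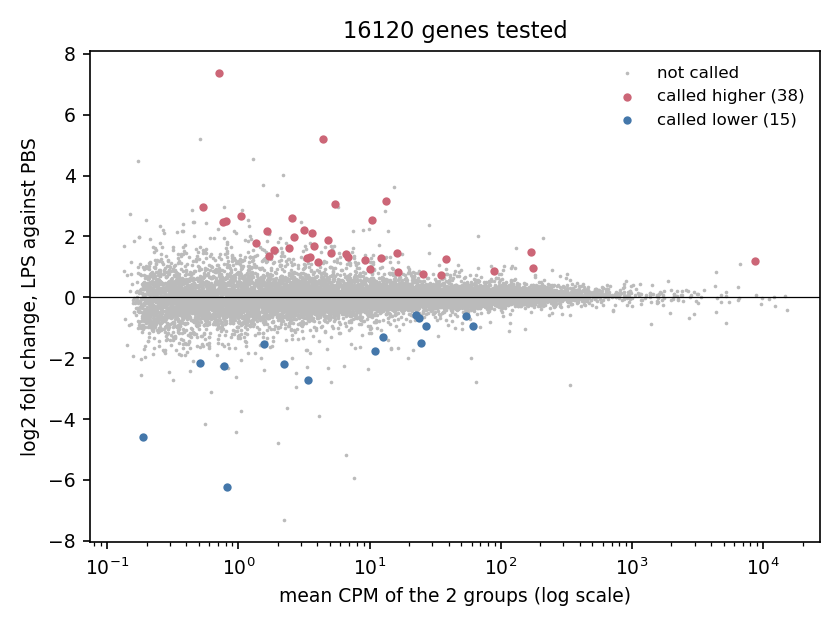
Log2 fold change of LPS against PBS (vertical axis) and mean CPM of the 2 groups (horizontal axis, log scale) for the 16120 genes tested, 1 point per gene. The 38 genes called higher are in red, the 15 called lower in blue and the rest in grey.

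The number of genes called depended on the test and on single samples. DESeq2 called 433 genes, 270 higher and 163 lower, among them all 53 called by edgeR. With edgeR, 8 genes passed without PBS 1, 1 without PBS 2, 5 without PBS 3, 29 without LPS 1, 76 without LPS 2 and 171 without LPS 3. Of the 53 genes, 4 were among those called without PBS 1, 1 without PBS 2, 4 without PBS 3, 19 without LPS 1, 40 without LPS 2 and all 53 without LPS 3.

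**Figure D4:**
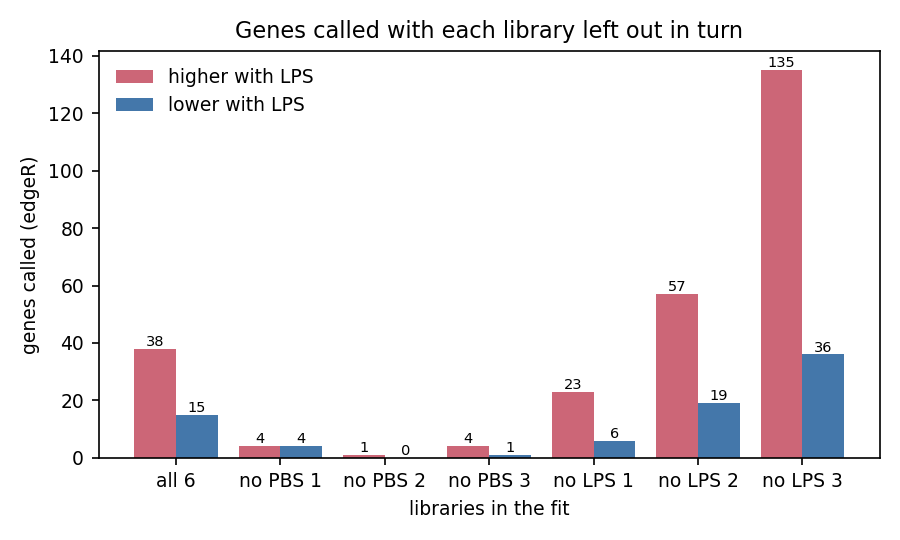
Number of genes called by edgeR (vertical axis) with all 6 samples and with each sample left out in turn, red bars for genes higher and blue bars for genes lower with LPS. Without LPS 3 the counts were 135 and 36, and without PBS 2 they were 1 and 0.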

Values the study reported

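The study reported that intra-amniotic LPS induced 271 genes and suppressed 165 genes in placenta and fetal membranes relative to controls, with 3 samples per group.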

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

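Alternatives chosen after seeing the data are named as such, and the other alternatives in this part were fixed before the data were examined. No paired analysis was possible because the labels give no shared replicate numbers. Removal of globin genes, the covariate of Y-linked genes, and all alternatives for gene lists and marker abundance were not run, since no identifier matched a name in the reference used here. At this depth and number of samples, simulated 1.5-fold changes were recovered in 18% of genes by edgeR, so a small change that was not called is not shown to be absent.

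The count of 53 genes, 38 higher and 15 lower, was 433 (270 and 163) with DESeq2 and 36 (24 and 12) with limma-voom. At an adjusted p under 0.05 it was 11 (7 and 4), and with glmTreat against a fold of 1.5 it was 6 (3 and 3). Leaving out 1 sample gave 1 to 171 genes, 1 to 135 of them higher and 0 to 36 lower. The 0 lower genes came from edgeR without PBS 2, where 1325 genes in both directions had an unadjusted p under 0.05. Leaving out a sample also leaves fewer samples to estimate the spread, but the count rose without LPS 2 (76 genes, 57 higher and 19 lower, 40 of the 53 among them) and without LPS 3 (171, all 53 among them). Other scalings, both filters, removal of the 10 most abundant genes and no fold minimum gave between 39 and 58 genes.

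Among alternatives chosen after seeing the data, DESeq2 called 413 genes (258 and 155) when restricted to those edgeR tested, and 673 (484 and 189) without LPS 3. Genes with whole counts alone gave 30 (19 and 11), where fewer genes were tested. The mean of the 192 genes low in LPS 3 as a covariate gave 409 (283 and 126), with all 53 among them. That covariate was built from these samples, so its count is not independent evidence. Voom with sample weights gave 76 (59 and 17). The newer quasi-likelihood method and robust estimation each gave 62, and removal of the genes low in LPS 3 gave 66. Except where a cause is stated, the cause was not tested.

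The ratio of between-group to within-group distance ranged from 0.977 to 1.45 with 1 sample left out, and was below 1 without PBS 1 (0.985) and without PBS 2 (0.977). It rose above 1.147 without each LPS sample. A lower ratio without a PBS sample and a higher ratio without an LPS sample follow the weighting of the LPS pairs described above. No other cause was tested. It was 1.157 on 2000 genes and 1.146 on all genes tested. Of the genes named, ENSRNOG00000033517 kept its call in all 21 alternatives in which it was tested. The other 3 kept their direction throughout and lost their call only with a PBS sample left out.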

Other observations

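The tests of explanations in this part were chosen after the data had been seen: depth, removal of the 10 most abundant genes and joint variation for the genes low in LPS 3, DESeq2 on the genes edgeR tested and without LPS 3, the held-out comparison with and without the genes low in LPS 3, and the counts over other splits.

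LPS 3 differed from the other 5 samples by 192 genes that were far lower there, with 0 that far above. The other samples had between 1 and 42 genes at least 1 log2 unit outside the rest, and LPS 2, with 42, had 34 of these above and 8 below. Of the 192 genes, 152 were highest of all samples in LPS 2 and 148 were lowest in PBS 3 among the 5 samples other than LPS 3. These genes thus also varied together among the other samples, in both groups.

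Depth does not account for this block, since the total of LPS 3 (53079481 counts) lay within the range of the others. Removal of the 10 most abundant genes left 204 genes that far below, so a few dominant genes do not account for it either. The joint variance of the 192 genes among the other 5 samples was 0.682, against at most 0.229 in 10000 sets matched on level and spread (percentile 100), which is consistent with LPS 3 holding less of one part of the tissue. Whether sampling of the tissue or LPS exposure changed that part was not tested and stays open, as does its identity, because the genes were not named here.

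DESeq2 called 433 genes where edgeR called 53. The low-count filter does not account for this, since DESeq2 called 413 on the genes edgeR tested. Without LPS 3 the ratio of DESeq2 to edgeR calls was 3.94, against 8.17 with all samples, but both counts rose (edgeR from 53 to 171, DESeq2 from 433 to 673) and their difference grew from 380 to 502. These measures go opposite ways and DESeq2 was not refitted without any other sample, so whether the spread of LPS 3 has a part in the gap stays open. All 431 of the DESeq2 calls that edgeR tested had the same sign and an unadjusted p under 0.05 with edgeR. Both tools were fitted to the same counts, so this is not independent evidence for those calls.

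On genes called from the other LPS samples against PBS, LPS 3 showed 45.7% of the change those samples showed (95% bootstrap interval over genes 36.1 to 57.5, 166 genes). The same measure was 76.1% (43.1 to 108, 29 genes) for LPS 1 and 73.9% (56.3 to 87.9, 74 genes) for LPS 2. The interval of LPS 3 met those of LPS 1 and LPS 2. These intervals run over genes within 1 sample, and the gene sets differ, so they do not measure the spread between samples. They therefore cannot tell a weaker response in LPS 3 apart from the usual loss on genes selected in other samples. Of the 166 genes, 3 belong to those low in LPS 3, too few to move the median much. The value without them was 48.3%, so these members alone are not the reason. Whether other genes moved with that set by less than its cutoff was not tested. In LPS 3, 77.7% of the genes moved in the same direction as in the other LPS samples (96.6% for LPS 1, 94.6% for LPS 2). The same PBS samples served to call the genes and to measure the change, which by itself favours the same direction. On the second component, the score of LPS 3 (3.781) lay between those of PBS (-16.56 to -11.64) and of LPS 1 and LPS 2 (18.17 and 20.93). Scores on the first and second components are uncorrelated by construction, so the far score of LPS 3 on the first (49.24) constrains its score on the second. That position is therefore not evidence of a smaller change in LPS 3.

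The 6 samples can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split was the 1 with the most calls, 53 with edgeR and 433 with DESeq2. The highest of the other splits had 0 calls with edgeR and 94 with DESeq2. In those other splits limma-voom also called 0, and edgeR gave between 177 and 1562 genes with an unadjusted p under 0.05.

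At the study's thresholds edgeR called 38 genes higher and 15 lower here. Both counts are lower than those quoted from the study above. With DESeq2, the tool named in the submitters' processing notes, 270 and 163 genes were called at the same thresholds.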
